A study of Rattus norvegicus with 15 samples.

How the data were processed

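The data came from whole brains of Sprague Dawley rats at postnatal day 5, with 5 brains pooled per homogenate, per the labels' protocols. Ribosome-protected fragments were prepared from the material that pelleted through a sucrose gradient, a fraction that holds densely packed ribosomes and RNA granules. That pellet was digested with RNase I, which degrades RNA not covered by a ribosome, and the resulting monosomes were taken from a second gradient, per the labels' protocols. RNA-seq libraries were made from the homogenate before any fractionation. Cycloheximide, an inhibitor of translation elongation, was present at 100 ug/ml during homogenisation in the cycloheximide group. In the salt group the resuspended pellet was incubated in 400 mM NaCl and returned to 150 mM NaCl before digestion.

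The values are raw read counts per gene, as deposited by the authors in 1 table of 22050 Ensembl rat gene IDs and 15 columns. The aligner, the counting program, the genome build and the gene annotation were not stated in the labels or in the table. All 15 columns held whole numbers with different totals, and no column lacked a matching sample title. Columns were assigned to samples by title, and groups and replicate numbers were taken from the titles. The pairing of libraries across groups used below comes from those title numbers alone.

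Properties of the table split the libraries into 2 sets. In 6 genes the cells of 9 libraries were empty while the other 6 libraries held numbers, as when separate tables are joined. The 9 libraries, called set A here, were vehicle footprint libraries 1 to 3, cycloheximide libraries 1 to 3 and RNA-seq libraries 1 to 3. The other 6, called set B, were vehicle footprint libraries 4 and 5, salt libraries 1 and 2 and RNA-seq libraries 4 and 5. Set A libraries held 19223750 to 53645452 counts and set B libraries 941637 to 2808779. The sets were defined after the table was seen, from the empty cells and without regard to any outcome. All cycloheximide libraries are in set A and both salt libraries in set B. The 6 genes with empty cells were left out of every test, so 22044 genes were used, of which 19916 had a count in at least 1 library.

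In the RNA-seq libraries 88.4% to 97.7% of the nonzero values were even numbers, against 48.6% to 50.1% in the footprint libraries. That is the pattern given by counting both mates of a read pair as 1 count each. The deposited counts were used unchanged, and a fit with the RNA-seq counts halved was added as an alternative.

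Computations were done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The main test in each of the 3 comparisons was edgeR's quasi-likelihood F-test on the deposited counts, with TMM normalisation, the filterByExpr filter on low counts and robust dispersion estimation. Only the libraries of the groups compared entered each fit, without a replicate block. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called, separately in each comparison. The standard error of a log2 fold change was computed as its absolute value divided by the square root of F. In the footprint to RNA comparison the fitted coefficient is the log2 ratio of granule-fraction footprints to homogenate RNA. RNA-seq was made for the control condition only, so no interaction of treatment and library kind could be fitted. CPM values are counts scaled to a library total of 1e6, without the TMM factor.

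The share of counts taken by the 100 most counted genes of each library was compared with exact two-sided permutation tests on the difference of group means, and the 3 p-values were adjusted together. Correlations of libraries used log2(CPM + 1) over 12018 genes with a mean of at least 50 counts. Replicates were compared by a chi-square test over genes. The smallest chi-square per degree of freedom among the 24 pairs of libraries from the same group was 7.58, so no pair agreed within sampling noise. Repeated reads of the same fragments could also exceed that noise, so the test cannot show that libraries are separate preparations. Every library was counted as 1 replicate, following the titles. Intervals for single libraries are 95% Wilson intervals. The smallest level a library could show was set at 3 counts, which is 0.0559 to 3.19 CPM depending on the library. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

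The edgeR procedure was tested on simulated data with the means, library sizes and dispersions of each comparison and 200 genes changed by a known amount among those of at least 10 CPM. With a log2 change of 2 it recovered 88.5% of the changed genes in the cycloheximide design, 50% in the salt design and 93% in the footprint to RNA design. With a log2 change of 1 it recovered 0% in both treatment designs and 8.5% in the footprint to RNA design. With a log2 change of 3 the recovered shares were 98%, 84% and 99.5% in the same order. The 9 simulations gave between 0 and 11 false calls each. Simulated libraries were drawn independently, without library sets or variation shared by same-numbered libraries. The recovered shares need not hold for the real libraries.

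The groups, the tests, the first list of alternatives and the rule for naming genes were fixed before the data were examined. The rule took, per comparison, the 3 genes with the largest increase and the 3 with the largest decrease among called genes with a mean of at least 10 CPM and no overlap of CPM between groups, or the gene with the smallest p-value where none passed. Because no ID was paired with a gene name, at most 2 IDs that rose and 2 that fell are printed per comparison. The reference table for GRCr8 that was searched for names matched 0 of the 22050 IDs. For that reason the 9 planned tests of 3 gene sets, a planned panel of 5 genes and the planned share without mitochondrially encoded genes were not run, and no genomic positions are given. Near-identical gene copies and overlapping genes were likewise not examined.

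Alternatives fixed in advance were other normalisations (RLE, upper quartile, total counts), no filter or a minimum mean of 50 counts, DESeq2, limma-voom, non-robust estimation, a minimum log2 fold change of 1, removal of the 10 most counted genes, a fit on more libraries, the replicate number as a block, and leaving out each library in turn. Alternatives chosen after seeing the data were fits within each library set, the set as a covariate, libraries thinned to equal totals, a crossed replicate block, halved RNA-seq counts and the share of counts without ENSRNOG00000010711. The group comparisons were refitted on other splits of the same libraries, with at most 100 splits per comparison.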

Results

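Ribosome footprints from the pelleted, RNA granule-containing fraction of postnatal day 5 rat brain were profiled in 10 libraries, and homogenate RNA was sequenced in 5. The footprint libraries comprised 5 vehicle, 3 cycloheximide and 2 salt libraries. Vehicle footprint libraries 1 to 5 held 34584329, 37130831, 53645452, 1895207 and 2808779 counts. Cycloheximide libraries 1 to 3 held 29658490, 29518151 and 27137704 counts, and salt libraries 1 and 2 held 941637 and 1158759. RNA-seq libraries 1 to 5 held 19223750, 26032359, 26015058, 2533710 and 2265546 counts. The 9 deeper libraries form set A and the 6 shallower ones set B.

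The number of genes with at least 1 count was 15518 ± 141 (SD, n = 3) in vehicle footprints of set A and 15451 ± 175 (SD, n = 3) in cycloheximide footprints. It was 12404 ± 1148 (SD, n = 2) in vehicle footprints of set B and 11789 ± 982 (SD, n = 2) in salt footprints. Homogenate RNA-seq libraries detected 18222 ± 172 genes (SD, n = 3) in set A and 14823 ± 9.90 genes (SD, n = 2) in set B.

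**Figure D1:**
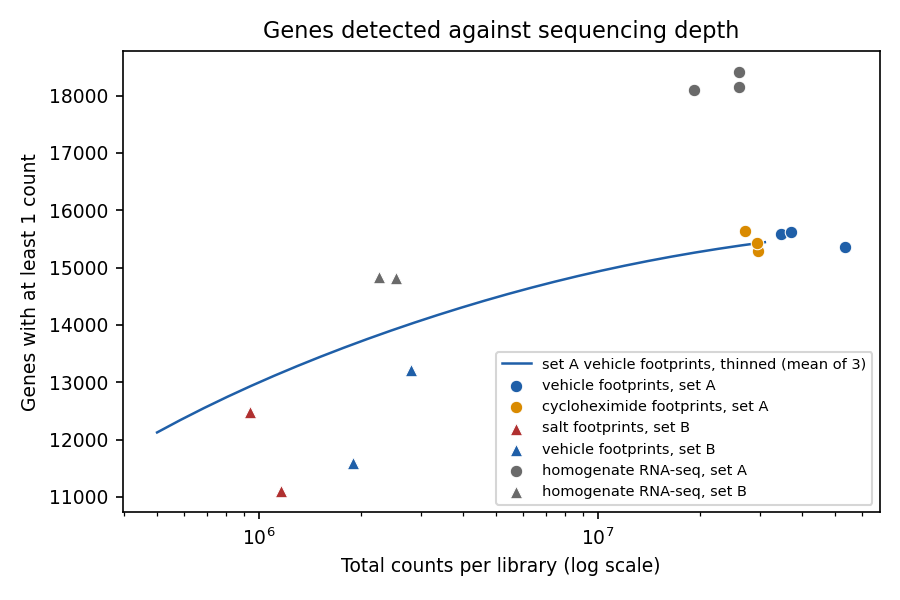
Genes with at least 1 count (vertical axis) against total counts per library on a log scale (horizontal axis), with 1 point per library, circles for set A and triangles for set B; the line is the number expected when the 3 set A vehicle footprint libraries are thinned, averaged over them. The 4 set B footprint libraries lie below the line, between 11094 and 13215 genes.

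Across 12018 genes, Pearson correlations of log2(CPM + 1) between footprint libraries ranged from 0.949 to 0.993 within set A, from 0.810 to 0.911 within set B and from 0.803 to 0.949 between the sets. Within set A, vehicle libraries correlated with cycloheximide libraries at 0.949 to 0.993 and with each other at 0.962 to 0.993. Within set B, salt libraries correlated with vehicle libraries at 0.810 to 0.911, the salt libraries with each other at 0.843, and the vehicle libraries with each other at 0.872. RNA-seq libraries correlated at 0.951 to 0.972 within set A, 0.913 within set B and 0.848 to 0.904 between sets. Vehicle footprints correlated with RNA-seq at 0.759 to 0.905. These are correlations across genes, which are not independent replicates.

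The library sets were compared directly within a group. Among 14072 genes tested with edgeR, 18 were called between set B and set A vehicle footprints, all 18 higher in set B, and 3360 had an unadjusted p under 0.05. Among 15930 genes tested in homogenate RNA-seq, 932 were called, 624 higher and 308 lower in set B.

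The cycloheximide comparison asked whether adding the elongation inhibitor during homogenisation changed the footprints of the granule fraction. Of 13939 genes tested with edgeR (3 cycloheximide against 5 vehicle libraries), 0 were called and 65 had an unadjusted p under 0.05, which is 0.466% of the genes. The smallest adjusted p was 0.977, and 701 genes had an absolute log2 fold change above 1, with a common biological coefficient of variation of 0.409. Same-numbered cycloheximide and vehicle libraries deviated together from their group means, with a correlation of 0.63 across genes for the 3 shared numbers. Among libraries 1 to 3, chi-square per degree of freedom was lowest between libraries 2 and 3, at 20.7 (vehicle) and 32.5 (cycloheximide). Pairs with library 1 gave 192 to 200 and 139 to 159 in the same order. The correlation of 0.63 may therefore rest mainly on number 1. With the replicate number as a block, 0 genes were called and 636 had an unadjusted p under 0.05. In set A alone, which holds all cycloheximide libraries, 0 of 13871 genes were called and 70 had an unadjusted p under 0.05. DESeq2 moved the count most, to 1 gene, lower with cycloheximide. Groups did not overlap in CPM in 191 genes (1.37%), where chance gives 3.57% if libraries are exchangeable across the library sets.

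The gene with the smallest p-value in this comparison was ENSRNOG00000038275. It had 0, 0 and 1 counts in cycloheximide libraries 1 to 3 and 43, 22, 28, 22 and 0 counts in vehicle libraries 1 to 5. Its vehicle level was 2.79 ± 4.95 CPM (SD, n = 5), a mean carried by vehicle library 4 at 11.6 CPM, while the other 4 vehicle libraries lay between 0 and 1.24 CPM. In all 3 same-numbered pairs, which are in set A, the count was lower with cycloheximide. The adjusted p was 0.977 with edgeR, 1.00 with edgeR in set A alone and 0.0556 with DESeq2, none of them under 0.05.

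The salt comparison asked whether incubating the pelleted material in 400 mM NaCl before nuclease digestion changed the footprints. Of 11547 genes tested with edgeR (2 salt against 5 vehicle libraries), 0 were called and 894 had an unadjusted p under 0.05 (7.74%). The smallest adjusted p was 0.602 and the common biological coefficient of variation was 0.444. With the replicate number as a block, 482 genes were called, 232 higher and 250 lower, the highest count among the alternatives. In each gene the blocked fit sees spread only in how the 2 salt pairs differ, since vehicle libraries without a salt partner are fitted exactly. The correlation of deviations of same-numbered salt and vehicle libraries was 0.13 for the 2 shared numbers. The title numbers pair salt libraries 1 and 2, which are in set B, with vehicle libraries 1 and 2, which are in set A. Among all 20 ways of pairing the salt libraries with vehicle libraries, the 14 that used a set B vehicle library called 0 to 2 genes, and the 6 that used set A vehicle libraries only called 38 to 2077. A pairing that mixes the sets puts their difference into the spread, so few calls would follow with or without a salt effect. In set B alone (2 salt against 2 vehicle libraries), 0 of 9803 genes were called and 185 had an unadjusted p under 0.05. Of the 482 genes called with the replicate block, 477 were tested in set B, and 313 of them (65.6%) had the same direction there, against 61.6% of all 9803 genes tested in both fits, which share the salt libraries. In these 477 genes the median absolute log2 fold change was 1.33 with the block, and the median in set B, taken in the direction of the block fit, was 0.14. The ability of the set B design to call changes was not simulated. Groups did not overlap in CPM in 1733 genes (15.0%), where chance gives 9.52% if libraries are exchangeable. Both salt libraries are in set B and most vehicle libraries in set A, so the excess cannot be assigned to salt.

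The gene with the smallest p-value was ENSRNOG00000010887, with 0 counts in both salt libraries and 291, 526, 748, 29 and 34 counts in vehicle libraries 1 to 5. Its vehicle level was 12.8 ± 2.70 CPM (SD, n = 5), at least 4.43-fold above the floor of the salt libraries. The adjusted p was 0.602 with edgeR, 0.0228 with the replicate block, 0.0480 with DESeq2 and 1.00 in set B alone. In set B the gene was also lower with salt, with 0 CPM in both salt libraries against 15.3 and 12.1 CPM in vehicle libraries 4 and 5.

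ENSRNOG00000010711, singled out after its values were seen, was the most counted gene in all 4 set B footprint libraries. It took 10.5% (95% Wilson interval 10.41 to 10.53) and 10.7% (10.67 to 10.78) of the counts of salt libraries 1 and 2. In vehicle libraries 4 and 5 it took 5.17% (5.14 to 5.20) and 13.5% (13.46 to 13.54). In the 6 set A footprint libraries its share lay between 0.229% and 0.632%, and in the RNA-seq libraries between 0.0140% and 0.0212%. Salt against all vehicle libraries gave a log2 fold change of 1.42 (SE 1.55, edgeR adjusted p 0.813), and the value was 0.17 in set B alone. With the replicate block the log2 fold change was 4.83 with an edgeR adjusted p of 3.65e-34, against 6.92e-09 with the pairs crossed. The replicate block sets the salt libraries of set B against vehicle libraries 1 and 2 of set A. Its p-value therefore does not measure the spread between replicates within a set.

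**Figure D2:**
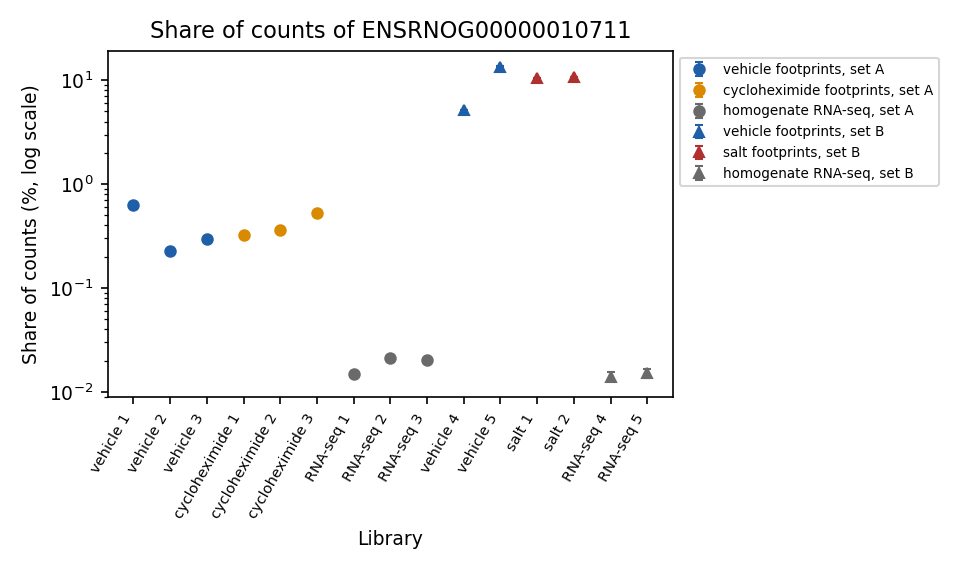
Share of all counts taken by ENSRNOG00000010711 in each library (vertical axis, percent, log scale), with 1 point per library on the horizontal axis and bars for 95% Wilson intervals, which are mostly smaller than the points. The 4 set B footprint libraries lie between 5.17% and 13.5%, above the 6 set A footprint libraries at 0.229% to 0.632%.

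Footprints were then set against homogenate RNA of the untreated material, which asks which transcripts carried more or fewer granule-fraction footprints than their RNA level. Of 14347 genes tested with edgeR (5 against 5 libraries), 3998 were called, 1834 with more footprints relative to RNA and 2164 with fewer, and 5725 had an unadjusted p under 0.05. The smallest adjusted p was 3.78e-08. With the replicate number as a block 3520 genes were called, 1537 higher and 1983 lower, and 3298 of them were also called without it. The correlation of deviations of same-numbered footprint and RNA-seq libraries was 0.11 over all 5 numbers and -0.10 within set A. Groups did not overlap in CPM in 3652 genes (25.4%), where chance gives 0.79%.

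The split into higher and lower calls depended on the scaling. With TMM 45.9% of the called genes were higher, with RLE factors 40.0%, with upper-quartile normalisation 36.7%, and with total counts only 10.7% (507 higher and 4252 lower). The median log2 ratio of all tested genes was -0.06 with TMM and -0.56 with total counts only. Directions below are relative to the TMM scaling.

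**Figure D3:**
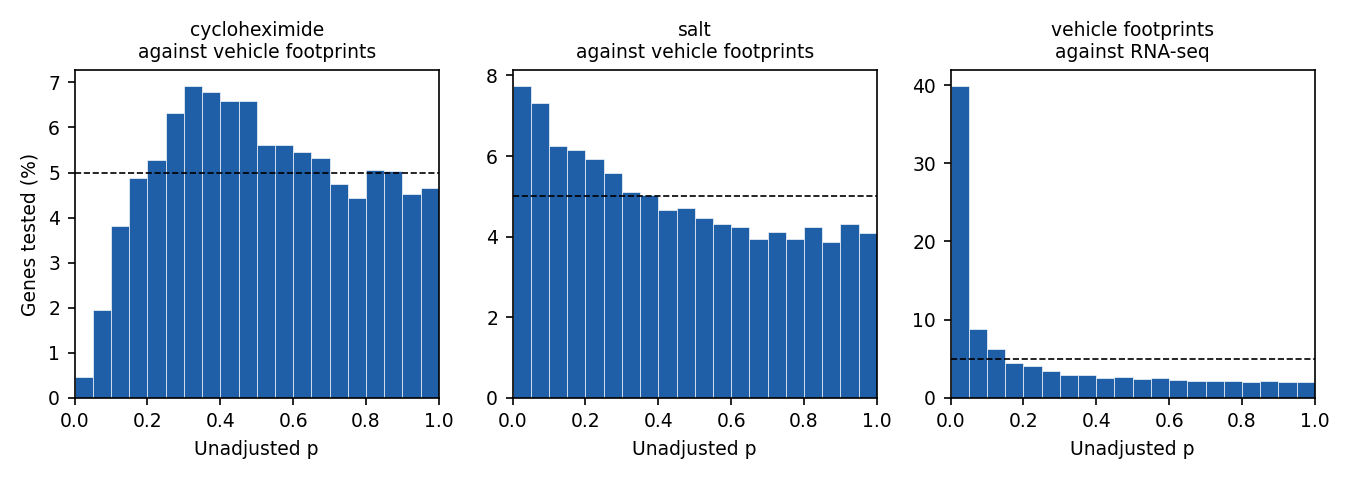
Share of the tested genes in percent (vertical axis) by unadjusted edgeR p-value in bins of 0.05 (horizontal axis) for the 3 comparisons; the dashed line marks the 5% expected in each bin without differences. The first bin holds 0.466% of genes for cycloheximide, 7.74% for salt and 39.9% for footprints against RNA-seq.

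Within the library sets, 7869 genes were called in set A (3374 higher, 4495 lower) and 441 in set B (187 higher, 254 lower). Among the 11623 genes tested in both sets, the log2 ratios of the sets had a Pearson correlation of 0.62 and a Spearman correlation of 0.49 across genes. Of 355 genes called in both sets, 345 had the same direction and 10 the opposite one. Of 6261 genes called in set A and tested in set B, 4826 (77.1%) had the same direction in set B. The difference between sets was tested as an interaction of library set and library kind, and 426 of 14347 genes were called.

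**Figure D4:**
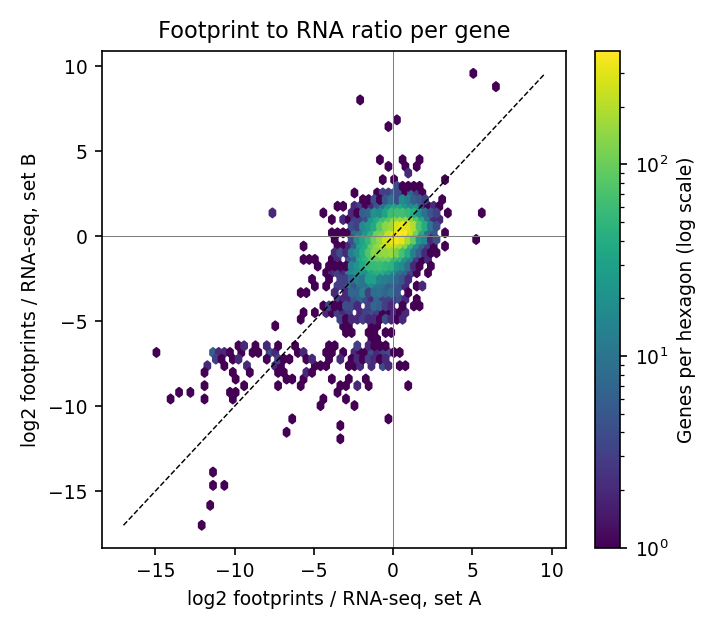
Fitted log2 ratio of vehicle footprints to RNA-seq in set B (vertical axis) against set A (horizontal axis) for 11623 genes, binned in hexagons coloured by the number of genes on a log scale; the dashed line marks equal ratios. The ratios of the sets correlate at 0.62 (Pearson, across genes).

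By the naming rule, 1492 genes had no overlap between groups and a mean of at least 10 CPM. The largest increase in the main fit was in ENSRNOG00000010711, with a log2 ratio of 8.31 (SE 1.38, edgeR adjusted p 0.00225). It had 39649 ± 57190 CPM (SD, n = 5) in footprints and 171 ± 33.3 CPM (SD, n = 5) in RNA-seq. Its log2 ratio was 4.91 in set A and 9.59 in set B. ENSRNOG00000004626 followed at 21.8 ± 10.4 CPM (SD, n = 5) against 0.190 ± 0.369 CPM (SD, n = 5), with a log2 ratio of 6.75 (SE 0.81, edgeR adjusted p 7.23e-05). Its RNA-seq mean lay below the mean floor of the RNA-seq libraries, 0.579 CPM, so the size of its ratio is not resolved. Without RNA-seq library 2 its log2 ratio was 9.31. The order of both genes depended on the fit. ENSRNOG00000004626 had the lower ratio in set B, at 8.95, but the higher one in set A, at 6.48. With the replicate block its ratio was also the higher one, at 7.255 against 6.521.

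The largest decrease was in ENSRNOG00000054945, which had at most 1 count in any vehicle footprint library. It had 3090 ± 4144 CPM (SD, n = 5) in RNA-seq, at least 5376-fold above the footprint floor on average (edgeR adjusted p 0.00228). Its RNA-seq level differed between the sets, at 217, 91.3 and 78.2 CPM in libraries 1 to 3 and 8733 and 6333 CPM in libraries 4 and 5. Libraries 4 and 5 therefore carry the mean, and the bound does not hold for set A alone. ENSRNOG00000060896 also had at most 1 count in any vehicle footprint library, against 241 ± 388 CPM (SD, n = 5) in RNA-seq, at least 420-fold above the footprint floor on average (edgeR adjusted p 0.0141). Single RNA-seq libraries ranged from 0.691 to 915 CPM for this gene, and the lower end is close to the floor. Its adjusted p was 0.123 with limma-voom, 0.215 in set A and 0.122 in set B.

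The share of counts in the 100 most counted genes measured how concentrated each library was. It was 25.015% ± 3.25 (SD, n = 5) in vehicle footprints, 23.4% ± 1.56 (SD, n = 3) with cycloheximide, 28.7% ± 0.093 (SD, n = 2) with salt and 16.3% ± 2.63 (SD, n = 5) in RNA-seq. Vehicle footprints exceeded RNA-seq by 8.69 percentage points (exact two-sided permutation p 0.00794, the smallest the design allows, adjusted 0.0238 over 3 tests). The difference was 8.98 points in set A (exact p 0.1) and 8.24 in set B (exact p 0.333), and neither set has enough libraries to reach 0.05. Without ENSRNOG00000010711 the difference was 5.61 points over all libraries (exact p 0.0159), 8.79 in set A (exact p 0.1) and 0.849 in set B (exact p 0.667), where vehicle library 5 at 19.9% lay below RNA-seq library 4 at 20.0%. The mean of the 5 paired differences under the replicate block was also 8.69, with an exact p of 0.0625, the smallest that pairing allows. Cycloheximide differed from vehicle by -1.60 points (exact p 0.536, adjusted 0.536) and by -0.037 points in same-numbered pairs, which are also the set A libraries (exact p 1.0). Salt differed from vehicle by 3.64 points (exact p 0.286, smallest possible 0.0952, adjusted 0.429), by 5.54 points in same-numbered pairs (exact p 0.5) and by 1.30 points within set B (exact p 1.0). The cycloheximide difference was smaller than the SD of the vehicle libraries. The salt difference was larger than that SD, but none of the salt designs has enough libraries to reach 0.05, so its tests could not separate it from the spread between replicates.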

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

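All of the tests in this part were chosen after the values they concern had been seen. In 18 values tested for a single library far from the rest of its group, 4 such libraries were found. Chance alone gives about 0.9 (1 in 20) if values are normal and exchangeable. The groups mix both library sets and the named genes were picked for extreme values, so 0.9 is only a rough guide. No biological explanation was tested for them, since each concerns libraries of a single group.

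Vehicle footprint library 5 stood apart from the other 4 vehicle libraries in the share of counts taken by its 100 most counted genes, at 30.6% (95% Wilson interval 30.5 to 30.6). When ENSRNOG00000010711 was left out, its share was 19.9% (19.8 to 19.9) and it no longer stood apart, with vehicle library 4 at 20.1% (20.0 to 20.1). A single gene may therefore account for this library's distance.

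ENSRNOG00000038275 reached 11.6 CPM in vehicle footprint library 4, from 22 counts, while vehicle library 5 of the same library set had 0 counts. Repeated reads of the same fragments could produce such a value. Vehicle library 4 had 31.6% of the number of genes with exactly 1 count expected at its depth, a deficit that repeated reads would give, but other losses of material would give it too. The value cannot be told apart from repeated reads.

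ENSRNOG00000004626 reached 0.845 CPM in RNA-seq library 2, from 22 counts, against 2 counts or fewer in the other 4 RNA-seq libraries. Footprint reads present in that library were considered as a source. For 16 other genes with a set B log2 footprint to RNA ratio above 3, the median difference of RNA-seq library 2 from the higher of RNA-seq libraries 1 and 3 was -0.115 on the log2 scale. Taking the higher of both libraries makes a negative value the usual outcome, with a median of -0.164 over 10000 random gene lists matched on mean expression, so the sign alone does not decide. The observed median lay at percentile 67.4 of those lists, within what mean expression alone gives. Footprint reads in that library were neither detected nor excluded, and the value of this gene remains unexplained.

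ENSRNOG00000060896 reached 915 CPM in RNA-seq library 5, against 0.691 to 227 CPM in the other 4 RNA-seq libraries. One idea was that RNAs without footprints vary more between RNA-seq libraries in general. For 278 other genes with at most 3 counts in every vehicle footprint library, the median SD of log2(CPM + 1) over the RNA-seq libraries was 0.495, at percentile 0.03 of 10000 matched random lists, whose middle 95% lay between 0.527 and 0.612. These genes varied less than matched genes, so the idea was not borne out. The cause for this gene remains open.

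The 6 genes with empty cells in set A entered no comparison, but 4 of them exceeded 3 counts in at least 1 set B library, with a largest count of 81 in vehicle footprint library 4, and 2 had no count in any set B library. Signal from these genes is therefore present in set B. Why set A holds no values for them was not tested.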

How the results depend on the processing

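Fits within a library set, with the set as covariate, with thinned or halved counts, with a crossed block, or without ENSRNOG00000010711 were chosen after seeing the data. Across the comparison-level results, 99 of 114 alternative values with a test or a count kept their direction and their side of the threshold (or stayed within 1.5 times the count). A further 2 values, each without 1 salt library, have no test and moved by less than the spread between replicates.

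For cycloheximide, every alternative run except DESeq2, which called 1 gene, called 0, with 24 to 638 genes at an unadjusted p under 0.05. The 8 fits that each left out one library all called 0, with 28 to 638 genes at an unadjusted p under 0.05. For salt, the alternatives that moved the count from 0 (894 at an unadjusted p under 0.05) were the replicate block with 482 genes, the crossed replicate block with 43, DESeq2 with 22 and limma-voom with 5. The 5 fits that each left out a vehicle library called 0 genes, with 479 to 2232 at an unadjusted p under 0.05. No calls were made without a salt library, since 1 would remain.

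For footprints against RNA-seq, 3998 genes were called, and counts moved by over 1.5 times with limma-voom (6048), in set A only (7869) and in set B only (441). For the fits with DESeq2 and limma-voom, here and above, the cause was not tested. The 10 fits that each left out one library called 3148 to 5732 genes. Thinning all libraries to equal totals lowered the number of genes tested from 14347 to 10919 and the number called to 2838, so depth limits which genes can be tested. All 10 libraries at that lowest total still called 2838 genes, so depth alone does not account for the 441 calls of set B, which has 2 against 2 libraries.

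The difference in the share of counts of the 100 most counted genes reversed without ENSRNOG00000010711, to 1.27 percentage points for cycloheximide and to -1.65 for salt, when both library sets were pooled. Within a set there was no reversal, at -0.049 points for cycloheximide in set A and 0.323 for salt in set B without the gene. For footprints against RNA-seq the difference of 8.69 points kept its direction in the alternatives run, at 8.69 with the replicate block, 8.98 in set A and 8.24 in set B, designs too small to reach 0.05. Without ENSRNOG00000010711 it was 5.61 over all libraries, 8.79 in set A and 0.849 in set B, so most of the set B difference came from that gene. Across the fits that left out one library it ranged from 7.29 to 9.59 (footprints against RNA-seq), -2.35 to -0.203 (cycloheximide) and 2.89 to 5.03 (salt).

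Of 167 tested alternative values for the genes named, 160 stayed on the same side of the threshold and none reversed, with 3 weaker and 4 stronger. Another 4 values, each without 1 salt library, have no test. The minimum log2 fold change could not alter the value of a named gene, since each exceeded it in the main fit. The 3 weaker values are all of ENSRNOG00000060896. The 4 stronger ones are salt values of ENSRNOG00000010887 and ENSRNOG00000010711, whose adjusted p ranged over the alternatives from 0.0228 to 1.00 and from 3.65e-34 to 1.00. Both lowest values came from the replicate block, which pairs set B salt libraries with set A vehicle libraries. The 9 planned gene set tests with their alternatives, the panel of 5 genes and the share without mitochondrially encoded genes were not run, because no ID was paired with a name.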

Other observations

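The tests in this part were chosen after the results they concern had been seen, except those of sequencing depth and of the relation between footprint to RNA ratio and RNA abundance, which were written down before their results.

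In the cycloheximide comparison the number of called genes was 0 (65 at an unadjusted p under 0.05). Of the 56 splits of the 8 libraries into 3 and 5, 8 part every same-numbered pair as the real split does, and 8 of those 8 splits gave as many called genes. With a real count of 0 that outcome is fixed in advance and carries no information. Of these 8, 3 gave at least as many genes at an unadjusted p under 0.05 as the real split. The other 48 splits keep at least 1 same-numbered pair together, and 44 of them gave at least as many. The split with the most calls, 1581 genes, set vehicle libraries 1, 4 and 5 against the rest. Of the 6 splits with both set B vehicle libraries in the group of 3, it was the only one to call a gene. These 6 had 572 to 4508 genes at an unadjusted p under 0.05. The 50 remaining splits called 0 genes, with 40 to 2778 at an unadjusted p under 0.05.

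The share of genes at an unadjusted p under 0.05 in that comparison, 0.466%, was far under the 5% that a comparison without differences gives. Mixing the library sets is an unlikely explanation, since the share was 0.505% in set A alone. Shared variation of same-numbered libraries may explain it, since the share rose to 4.56% with the replicate number as a block. That rise is not specific to pairing. Without cycloheximide library 1 and without a block, 638 of 14135 genes had an unadjusted p under 0.05. The other fits that each left out 1 library gave 28 to 395. Under the hypothesis of shared variation, cycloheximide and vehicle libraries with one number come from one preparation, which the labels do not state. A treatment effect is not excluded. edgeR called 0 genes with or without the block (636 and 65 at an unadjusted p under 0.05), but in simulated data it recovered 0% of genes with a log2 change of 1 in the design without the block.

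The 482 genes called in the salt comparison with the replicate block may reflect the library sets, because the title numbers pair set B salt libraries with set A vehicle libraries. No pairing that included a set B vehicle library called more than 2 genes. Where such a pairing also holds a set A vehicle library, the set difference enters the spread of the blocked fit. Few calls would follow there with or without a salt effect. The pairings with both set B vehicle libraries called 2 and 1 genes. Arbitrary pairing remains possible as well, as 3 of the 20 pairings, the title numbers included, called at least as many genes. A salt effect cannot be told apart from the library set in those calls, and in set B alone 0 genes were called (185 at an unadjusted p under 0.05).

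ENSRNOG00000010711 took a far larger part of set B footprint libraries. Its lowest share in set B was 8.19 times its highest share in set A, so the difference follows the library set. The salt treatment is an unlikely cause, as the mean share of both salt libraries was 1.14 times that of both set B vehicle libraries and one vehicle library exceeded them. More of its RNA in the homogenate is unlikely too, since its mean RNA-seq share in set B was 0.77 times that in set A. The set remains, with nothing in the labels to say how the preparation or the read processing differed. Beyond the salt treatment and the RNA level, no biological explanation was tested.

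Set B footprint libraries detected fewer genes than their depth explains. Against set A vehicle libraries thinned to the same total, without ENSRNOG00000010711, salt library 2 detected 85.07% of the expected genes, vehicle library 4 85.1%, vehicle library 5 95.1% and salt library 1 97.5%. Repeated reads of the same fragments may contribute, since genes with exactly 1 count came to 31.54% of the expected number in salt library 2, 31.6% and 43.8% in vehicle libraries 4 and 5, and 66.2% in salt library 1. Other losses of material would give the same deficit, so the pattern cannot be told apart from repeated reads.

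For footprints against RNA-seq, 126 splits of the 10 libraries into 5 and 5 exist and 100 were run. Of 16 splits that part every same-numbered pair, 1 gave as many called genes, the real one, and the other 15 called 0, with 16 splits too few for a share under 0.05. The remaining 84 splits, which keep some pairs together, called at most 4 genes. The library sets agreed only in part. Of the genes called in both sets 97.18% had the same direction, but passing the threshold in both sets favours agreement, so that share cannot settle it. Of the genes called in set A and tested in set B 77.1% had the same direction, Spearman's rho of the ratios was 0.49 across genes, and 426 genes were called for the interaction of set and library kind. Counting both mates of a pair is unlikely to set the number of calls, which was 3819 with RNA-seq counts halved. The balance of higher and lower calls does follow the scaling, with 10.65% higher under total counts only.

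The footprint to RNA ratio tended to rise with RNA abundance. To keep shared RNA values out of the relation, the ratio came from one library set and the abundance from the RNA-seq libraries of the other. Here the ratio was the difference in mean log2(CPM + 1) of vehicle footprints and RNA-seq, not the fitted edgeR coefficient. The added 1 shrinks the ratios of genes with low CPM. Across 11623 genes, which are not independent replicates, Spearman's rho was 0.2516 with the ratio from set A and 0.192 with the ratio from set B. Low counts are an unlikely sole source, since among genes of at least 50 CPM rho was 0.1694 (4409 genes) and 0.168 (4805 genes). Gene length and composition, which could also produce such a relation, were not tested, so a biological reading is not offered.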
